A study of Mus musculus with 19 samples. Its data were reported in "INX-315, a Selective CDK2 Inhibitor, Induces Cell Cycle Arrest and Senescence in Solid Tumors" (2023).

How the data were processed

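Mammary tumors of FVB/N mice carrying MMTV-rtTA and tetO-HER2, in which doxycycline switches on HER2 in the mammary epithelium, were profiled after 7 days of treatment with vehicle, abemaciclib (a CDK4/6 inhibitor), INX-315 (a CDK2 inhibitor) or both. The submitters' group name LY was read as abemaciclib, as the remaining single agent of their treatment protocol, and every abemaciclib and combination value rests on that reading. RNA from tumors crushed in liquid nitrogen was made into QuantSeq 3′ FWD libraries, which read the 3′ ends of polyadenylated transcripts, and sequenced on a NextSeq500. The authors deposited 1 table of raw counts per gene for all tumors. By the submitters' processing notes, the authors trimmed reads with BBDuk 38.00, aligned them with STAR 2.7.5b (2.7.5 in the study's methods) to the mouse genome mm10 (GRCm38) and counted them with featureCounts 2.0.1 on the GENCODE vM25 basic annotation. The treatment of reads that map to several places and the strand setting of the counting are not given in the sources used here. Values of near-identical genes (hemoglobin genes, H2 class I genes, histone genes, Btf3 and its pseudogenes) and of overlapping or antisense genes are therefore uncertain, and Erbb2 counts cannot separate the mouse gene from the transgene. No molecular identifiers are described, so reads are not independent molecules.

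The table held 55401 genes, of which 25433 had at least 1 count and 55141 had an identifier that matched a symbol. Every column matched 1 tumor (columns with no sample: 0). Total counts ran from 2711069 to 7836425 per tumor. A noncoding RNA gene, CT010467.1, took 4.54% of all counts. Coordinates of named genes come from a GENCODE vM21 annotation of the same build.

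Counts were analyzed in R 4.3.3. Genes were filtered with filterByExpr (minimum count 10, minimum total 15), which left 12988, and scaled by TMM in edgeR 4.0.16. All 19 tumors entered 1 quasi-likelihood fit with a mean per group, default dispersion settings and no other term. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Comparisons were each drug and the combination with vehicle, the combination with each drug, and the interaction, that is whether the effect of INX-315 differed with and without abemaciclib. The study used DESeq2, which was run here as an alternative with the group as its term.

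Before the data were examined, 32 gene lists were fixed for pathways and for the cell types a mammary tumor can hold. Lists were tested with camera in limma 3.58.1 at a preset correlation between members of 0.01, adjusted over the 32 lists, and again with an estimated correlation and with fry, which asks whether the members of a list move one way on balance. Each tumor also received a score per list, the mean over members of log2 CPM (prior count 2) centered on each gene's mean over the 19 tumors. Scores were compared by exact two-sided permutation tests. For the S phase and E2F target score the p was adjusted over the 5 comparisons. Where the scores of all lists were adjusted, this was over the 32 lists of a comparison. Adjusted p-values of these kinds are not comparable with each other.

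Named genes followed a rule fixed in advance. The first part takes up to 10 higher and 10 lower called genes per comparison with the largest fold change, a mean of at least 5 CPM and no overlap between groups, leaving out predicted genes and immunoglobulin and T cell receptor segments. The second takes up to 4 called members with the lowest p of each list described. The third is a fixed set of cell cycle, lineage and drug-response genes taken whether called or not, of which only some are printed here.

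Alternatives fixed in advance were DESeq2 1.42.0, limma voom with and without mouse as a random block, DESeq2 size factors, no low-count filter, only the groups compared, the replicate number as a block, counts summed per mouse, each tumor left out in turn, and preranked GSEA (fgsea 1.28.0) on folds shrunken with ashr 2.2.63. Chosen after seeing the data were a fit without 3 tumors rich in keratinocyte transcripts, counts thinned to the lowest total, milk protein genes left out, and robust dispersion, which a first look had used. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

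The edgeR step was tested on simulated counts with known changes. Each gene was drawn independently of the others and without a mouse effect, and only genes with a mean of at least 5 CPM were changed. The rates below hold for that setting and not for tumors whose genes move together. It recovered 61.2% of genes changed 2-fold for abemaciclib against vehicle (12797 genes tested), 65.7% for INX-315 against vehicle (12806), 68.7% for the combination against vehicle (12774), 68.7% for the combination against abemaciclib (12793) and 61.2% for the combination against INX-315 (12810). At 1.5-fold it recovered 14.9%, 29.9%, 20.9%, 23.9% and 22.4% in the same order. Unchanged genes made up 2 of 118, 9 of 134, 3 of 125, 9 of 137 and 10 of 128 calls in that order.

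All tumors of each drug group came from 1 mouse and the vehicle tumors from 2, so the treatment and the mouse cannot be told apart. Vehicle tumor 1 was the only tumor of its mouse, and vehicle tumors 2 to 5 came from the other. Leaving out vehicle tumor 1 therefore leaves out a mouse. The p-values measure the spread between tumors, mostly of 1 mouse.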

Results

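RNA was sequenced from 19 HER2-driven mouse mammary tumors after 7 days of treatment. There were 5 vehicle tumors, 5 treated with abemaciclib (50 mg/kg QD, 1 dose a day; named LY by the submitters and read here as abemaciclib), 4 treated with INX-315 monotherapy (50 mg/kg BID, 2 doses a day) and 5 treated with combined abemaciclib/INX-315. Vehicle libraries held 7.16, 6.42, 7.84, 6.80 and 6.77 M total counts and abemaciclib libraries 6.60, 6.65, 5.53, 5.05 and 2.71 M. INX-315 libraries held 7.4, 6.35, 6.37 and 6.54 M and combination libraries 3.73, 4.86, 4.21, 3.68 and 3.61 M. The combination group was sequenced less deeply than vehicle (4.02 ± 0.526 against 7.00 ± 0.537 M, SD, n = 5 each, exact permutation p = 0.00794). So was the abemaciclib group (5.31 ± 1.61 M, n = 5, exact permutation p = 0.0397). Mitochondrial transcripts took 6.15 ± 1.67%, 6.62 ± 1.08%, 6.29 ± 1.80% and 6.33 ± 1.30% of counts in the vehicle, abemaciclib, INX-315 and combination groups. No 2 libraries of a group held counts that agreed within sampling noise (chi-square per gene 10.6 to 98.3), so none was treated as a duplicate of another. Tumors of a drug group share 1 mouse. Vehicle tumor 2, abemaciclib tumor 4 and combination tumor 4 carried transcripts of differentiated keratinocytes, with list scores of 4.35, 5.26 and 5.24 on the log2 scale, and these 3 stood apart on the first principal component (29.2% of variance). INX-315 tumor 3 had a score of 2.50.

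**Figure D1:**
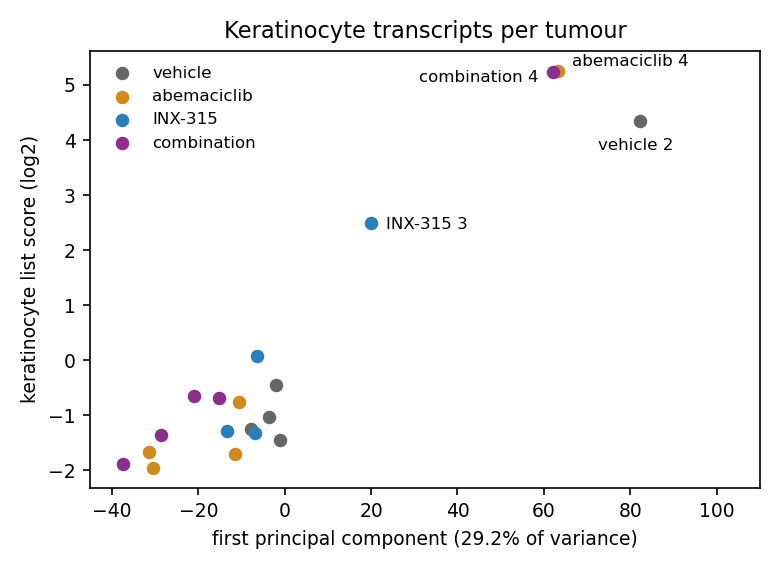
Each point is 1 of the 19 tumors, colored by group, with its position on the first principal component (29.2% of variance, x axis) and its score for differentiated keratinocyte genes (mean centered log2 CPM, y axis). Vehicle tumor 2, abemaciclib tumor 4 and combination tumor 4 lie apart with scores of 4.35, 5.26 and 5.24.

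The comparison of abemaciclib with vehicle asks which transcripts move with CDK4/6 inhibition alone. At camera's preset correlation, genes of mitosis were lower as a group and genes of the type I interferon response and of MHC class I antigen presentation were higher. Each of these lists lost its call with an estimated correlation (adjusted p = 0.347 each), fry called 0 lists and no single gene passed the threshold. Adjusted over the 32 lists, the exact permutation p of the scores was 0.218 for G2/M genes and 0.0847 for both others. Mki67, the proliferation marker Ki-67, had 21.8 ± 16.5 CPM (SD, n = 5) against 68.3 ± 29.0 CPM in vehicle tumors (n = 5), a log2 fold change of −1.66 ± 0.49 (SE) with an edgeR adjusted p of 0.143. The G2/M score averaged −0.21 ± 0.97 against 1.03 ± 0.45 in vehicle, a difference of −1.24 (exact permutation p = 0.0476), and lay below the vehicle mean in 5 of 5 tumors. Of its 63 measured members, 0 were called over all genes and 34 were lower when adjusted over the list alone (mean log2 fold change −1.07, camera adjusted p = 2.85e-27, adjusted p = 0.347 with an estimated correlation). The S phase and E2F target list, genes that E2F factors switch on for DNA replication, had 5 of 87 members lower adjusted over the list alone (mean −0.63, camera adjusted p = 1.29e-21, adjusted p = 0.347 with an estimated correlation). Its score differed by −0.68 (exact permutation p = 0.0714, adjusted 0.119). Cyclin genes of this program were not called either, with log2 fold changes of −1.25 ± 0.51 for Ccne2 (adjusted p = 0.262) and −0.98 for Ccna2 (adjusted p = 0.363).

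The interferon score was higher by 0.95 and the MHC class I score by 1.0 with abemaciclib. In both, every abemaciclib tumor lay above every vehicle tumor (exact permutation p = 0.00794 each, the smallest the design allows, and 0.0847 adjusted over the 32 lists). Of 41 interferon genes 0 were called over all genes and 28 were higher adjusted over the list alone (mean 1.0, camera adjusted p = 2.91e-22, adjusted p = 0.347 with an estimated correlation). MHC class I genes had 0 of 17 called over all genes and 13 higher adjusted over the list alone (mean 1.16, camera adjusted p = 2.38e-14, adjusted p = 0.347 with an estimated correlation). MHC class II and dendritic cell genes had 5 of 8 members higher adjusted over the list alone and 0 over all genes. Their score was 0.75 higher (exact permutation p = 0.0238, camera adjusted p = 1.24e-06, adjusted p = 0.347 with an estimated correlation). In the same tumors the T and NK cell score differed by 0.47 (exact permutation p = 0.190) and the macrophage and monocyte score by 0.31 (exact permutation p = 0.413). Macrophage and monocyte genes had 0 of 28 called either way, with a mean of 0.18 (camera adjusted p = 0.000259, adjusted p = 0.642 with an estimated correlation, 0.118 without vehicle 2). The luminal epithelial score differed by −0.36 and lay below every vehicle tumor in all 5 (exact permutation p = 0.00794), with 0 of 21 members called over all genes and 2 lower adjusted over the list alone. Krt8, a luminal keratin, had a log2 fold change of −0.54 ± 0.16 (adjusted p = 0.143). The luminal camera call (adjusted p = 0.0363, adjusted p = 0.369 with an estimated correlation) ended without vehicle tumor 1 (0.0830), vehicle 3 (0.0559), abemaciclib 4 (0.125) or abemaciclib 5 (0.0734). The red blood cell score differed by −1.15 (exact permutation p = 0.0238). Cdkn2a, which encodes the p16 and p19 inhibitors, had a log2 fold change of 0.69 ± 0.27 (adjusted p = 0.252). edgeR called 0 of 12988 genes, with 1947 at an unadjusted p under 0.05 and a lowest adjusted p of 0.0737, against 291 by DESeq2, 1 by limma voom and 77 by voom with mouse as a random block. That block cannot account for the mouse, since each drug group held 1 mouse. Without abemaciclib tumor 4 edgeR called 39 genes, without abemaciclib 2 or 5 it called 1, and without the 3 keratinocyte-rich tumors, a fit chosen after seeing the data, 61.

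INX-315 was compared with vehicle to see what CDK2 inhibition does alone. Per1, a core circadian clock gene, rose from 25.6 ± 4.09 CPM (SD, n = 5) to 56.2 ± 3.17 CPM (n = 4), a log2 fold change of 1.13 ± 0.16 (SE, adjusted p = 0.00342). Srsf3, a splicing factor gene, fell from 132 ± 12.2 to 68.4 ± 9.90 CPM (log2 fold change −0.95 ± 0.13, adjusted p = 0.00342). G2e3, which encodes a ubiquitin ligase, fell from 61.8 ± 5.15 to 31.7 ± 4.26 CPM (−0.97 ± 0.14, adjusted p = 0.00342). These 3 genes, of the 14 named and called, kept their call whichever tumor was left out. All 4 INX-315 tumors came from 1 mouse, so these fits never leave out that mouse. They cannot tell an effect of INX-315 from a trait of the mouse. Per1 (ENSMUSG00000020893.17) lies on chromosome 11 at 69095217 to 69109960, Srsf3 (ENSMUSG00000071172.13) on chromosome 17 at 29032628 to 29043373 and G2e3 (ENSMUSG00000035293.13) on chromosome 12 at 51348061 to 51376986 (mm10). Hexim1, an inhibitor of the transcription elongation kinase P-TEFb, fell by 0.82 ± 0.13 on the log2 scale (adjusted p = 0.00876, 0.0516 without INX-315 tumor 2). Nabp1, which encodes a single-stranded DNA binding protein, fell by 1.13 ± 0.18 (adjusted p = 0.00981, 0.0657 without INX-315 tumor 1, 0.121 at equal depth and 0.0622 with only these groups fitted). Usp53 rose by 1.07 ± 0.17 (0.00981, 0.0568 without INX-315 tumor 2). In all, edgeR called 22 genes, 4 higher and 18 lower.

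The G2/M score was lower with INX-315 in all 4 tumors, below every vehicle tumor (0.22 ± 0.22 against 1.03 ± 0.45, difference −0.81, exact permutation p = 0.0238). Of its 63 members 0 were called over all genes or adjusted over the list alone (mean −0.88, camera adjusted p = 2.71e-13, adjusted p = 0.842 with an estimated correlation). S phase genes likewise had 0 of 87 called either way (mean −0.33, camera adjusted p = 1.05e-05, adjusted p = 0.842 with an estimated correlation), and the score differed by −0.30 (exact permutation p = 0.119, adjusted 0.149). Mki67 had a log2 fold change of −1.12 ± 0.52 (adjusted p = 0.438). Oxidative phosphorylation genes scored 0.19 higher (exact permutation p = 0.0159), with 0 of 48 called over all genes or adjusted over the list alone (camera adjusted p = 9.13e-13, adjusted p = 0.842 with an estimated correlation). Milk protein genes scored 0.70 higher (exact permutation p = 0.0238, 0 of 16 called either way, camera adjusted p = 0.00147, adjusted p = 0.842 with an estimated correlation). They took 10.4 ± 1.44% of counts against 6.69 ± 2.06% (exact permutation p = 0.0317). Fibroblast genes had a mean log2 fold change of 0.54 in these tumors, with 0 of 27 called either way (camera adjusted p = 1.10e-09, adjusted p = 0.842 with an estimated correlation). INX-315 also inhibits CSF1R, the receptor macrophages depend on, in the study's kinase panel. The macrophage and monocyte score differed by 0.00613 (exact permutation p = 0.976). The mean over members was −0.15 where the camera test pointed up (adjusted p = 0.889, 0 of 28 called either way). Without vehicle tumor 2 the list was called lower (adjusted p = 0.0362). Csf1r itself had a log2 fold change of −0.01 (adjusted p = 0.988). DESeq2 called 153 genes and voom 51, edgeR 9 at equal depth and 47 without the keratinocyte-rich tumors, both fits chosen after seeing the data. The fit with 47 left out vehicle tumor 2 and kept INX-315 tumor 3, which had a keratinocyte score of 2.50. Leaving out vehicle 2 or 4 gave 12, vehicle 5 gave 13, and INX-315 1 or 2 gave 8.

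Combined abemaciclib/INX-315 against vehicle had the largest number of called genes of the comparisons, 647, of which 467 (72.2%) were lower. Mki67 fell from 68.3 ± 29.0 CPM (SD, n = 5) to 9.12 ± 7.8 CPM (n = 5), a log2 fold change of −2.88 ± 0.53 (SE, adjusted p = 0.00638). Mitotic genes fell with it. Kif11, a spindle motor gene, changed by −2.83 ± 0.60 (adjusted p = 0.0144), Ndc80, a kinetochore gene, by −2.78 ± 0.55 (0.00954). The condensin gene Smc2 fell from 105 ± 24.7 to 37.2 ± 16.6 CPM (−1.50 ± 0.26, adjusted p = 0.00456). Of 63 G2/M genes 40 were lower over all genes and 60 adjusted over the list alone (mean −1.87, camera adjusted p = 1.28e-40, adjusted p = 0.287 with an estimated correlation, fry adjusted p = 0.00655). Of 87 S phase and E2F targets 37 were lower over all genes and 65 adjusted over the list alone (mean −1.11, camera adjusted p = 9.48e-34, adjusted p = 0.287 with an estimated correlation, fry adjusted p = 0.00655). Atad2, a chromatin factor gene, fell from 40.1 ± 6.37 to 15.5 ± 2.24 CPM (−1.37 ± 0.14, adjusted p = 0.000109). Usp1, a deubiquitinase gene of DNA repair, fell from 73.1 ± 11.2 to 39.2 ± 5.14 CPM (−0.90 ± 0.15, adjusted p = 0.00421). Gins1, of the replicative helicase, changed by −3.01 ± 0.54 (adjusted p = 0.0054) from a low level of 6.19 ± 3.22 CPM, and the DNA ligase gene Lig1 by −1.16 ± 0.24 (adjusted p = 0.0117). The S phase score was 0.54 ± 0.30 in vehicle and −0.59 ± 0.47 in combination tumors, with no overlap (difference −1.12, exact permutation p = 0.00794, adjusted 0.0397). Leaving out any 1 of the 5 vehicle tumors raised the adjusted p to 0.0595, with differences of −1.19 to −1.02. The lowest vehicle score (0.274) lay above the highest combination score (0.162), so no such fit depends on an overlap. With so few tumors the test can give only coarse p-values, so this rise does not show that the difference rests on 1 tumor. Mki67 (ENSMUSG00000031004.8) lies on chromosome 7 at 135689784 to 135716361 and Atad2 (ENSMUSG00000022360.8) on chromosome 15 at 58094044 to 58135082 (mm10).

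Genes of cyclins, CDKs and their regulators mostly missed the threshold. Ccna2, cyclin A2, fell (−2.10 ± 0.53, adjusted p = 0.0299), though its call ended without vehicle 1 or 2 or combination 1, 2, 3 or 5 (adjusted p up to 0.0777). Log2 fold changes were −1.57 for Ccne2 (adjusted p = 0.0928), −1.05 for Ccne1 (0.317), −0.57 for E2f1 (0.388), −0.34 for Cdk2 (0.263), −0.29 for Cdkn1a (0.781) and 0.52 for Ccnd1 (0.410). The list of G1 cyclins, CDKs and CDK inhibitors had 0 of 19 members called over all genes (camera adjusted p = 0.208). Erbb2 had a log2 fold change of −0.44 (adjusted p = 0.213).

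**Figure D2:**
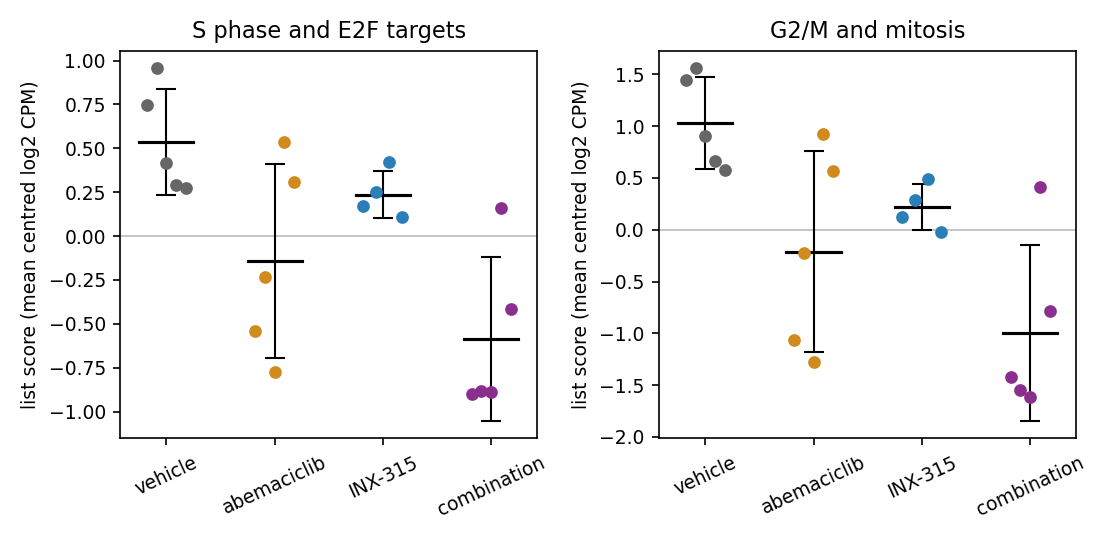
Scores of the S phase and E2F target list (left) and of the G2/M and mitosis list (right) in mean centered log2 CPM, 1 point per tumor by group, with the mean and SD (n = 5, 5, 4 and 5). S phase means were 0.54 in vehicle, −0.14 with abemaciclib, 0.24 with INX-315 and −0.59 with the combination.

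Of 17 genes of MHC class I antigen presentation 5 were higher in combination tumors than in vehicle over all genes and 11 adjusted over the list alone. The list was called at the preset correlation (camera adjusted p = 1.29e-07) and not with an estimated one (adjusted p = 0.438), and fry gave an adjusted p of 0.0657. B2m, the light chain of MHC class I, rose from 1214 ± 329 to 4338 ± 1810 CPM (log2 fold change 1.84 ± 0.36, adjusted p = 0.00954). H2-K1, H2-D1 and Tap2 each lost their call without vehicle 2 or combination 1 or 2 (up to 0.0770, 0.0774 and 0.103 over the fits that left out 1 tumor). The MHC class I score was 0.87 higher with no overlap (exact permutation p = 0.00794, 0.0635 adjusted over the lists). In the same tumors the score of MHC class II and dendritic cell genes was 0.63 higher, above the vehicle mean in 5 of 5 (exact permutation p = 0.0159, 0.102 adjusted over the lists). Of 8 members 1 was higher over all genes and 6 adjusted over the list alone (camera adjusted p = 0.000369, adjusted p = 0.438 with an estimated correlation). That gene, H2-DMa, had a log2 fold change of 1.03 (adjusted p = 0.0310), a call lost without vehicle 1, 2 or 3 or combination 1 or 2 (up to 0.0893). Macrophage and monocyte genes had 0 of 28 members called either way, with a mean of 0.21 (camera adjusted p = 0.000382, adjusted p = 0.537 with an estimated correlation, 0.0796 without vehicle 2). Their score differed by 0.34 (exact permutation p = 0.365). Among interferon genes, Isg20, an exonuclease gene, rose from 34.6 ± 4.68 to 65.7 ± 6.40 CPM (0.92 ± 0.11, adjusted p = 0.000778). Of 41 interferon genes 3 were higher over all genes and 14 adjusted over the list alone (camera adjusted p = 6.74e-08, adjusted p = 0.438 with an estimated correlation). The interferon score differed by 0.57, which did not exceed the spread between tumors (exact permutation p = 0.119, 0.293 adjusted over the lists). In these tumors, where MHC class II and macrophage lists were called at the preset correlation, lysosome genes had 7 of 30 members higher over all genes and 15 adjusted over the list alone. Their score was 0.34 higher without overlap (exact permutation p = 0.00794, camera adjusted p = 7.16e-10, adjusted p = 0.287 with an estimated correlation, fry adjusted p = 0.0106). Lamp2, a lysosomal membrane protein gene, was at 376 ± 18.1 against 276 ± 21.1 CPM (0.45 ± 0.07, adjusted p = 0.00301). The peptidase gene Tpp1 was at 156 ± 2.26 against 111 ± 10.9 CPM (0.49 ± 0.11, adjusted p = 0.0154). The call of Atp6v1h was lost without vehicle 1 or 3 or combination 2, 3 or 5 (up to 0.0806) and at equal depth (0.233). Bcl2l1, which encodes the survival protein Bcl-xL, rose from 96.3 ± 8.31 to 143 ± 10.9 CPM (0.57 ± 0.10, adjusted p = 0.00421), with 0.36 against abemaciclib (adjusted p = 0.176). Zbtb16, a zinc finger transcription factor gene, rose from 3.52 ± 1.19 to 18.2 ± 7.82 CPM (2.37 ± 0.33, adjusted p = 0.00191). The clock output gene Dbp rose from 9.09 ± 3.23 to 23.3 ± 5.67 CPM (1.36 ± 0.27, adjusted p = 0.00954) and Depp1, a FOXO target, from 5.47 ± 1.53 to 15 ± 2.13 CPM (1.45 ± 0.26, adjusted p = 0.00542, 0.146 at equal depth). B2m (ENSMUSG00000060802.8) lies on chromosome 2 at 122147686 to 122153083 and Zbtb16 (ENSMUSG00000066687.5) on chromosome 9 at 48654297 to 48836222 (mm10). Genes of the senescence-associated secretory phenotype had 1 of 45 members called, the chemokine gene Ccl7 (2.18, adjusted p = 0.0314, up to 0.0940 without any 1 vehicle tumor or combination 1 or 5), and 1 adjusted over the list alone (camera adjusted p = 0.00117, adjusted p = 0.438 with an estimated correlation, 0.0834 without combination tumor 4). Of 19 ERBB ligand and ERK output genes 3 were lower over all genes and 3 adjusted over the list alone (camera adjusted p = 0.547, test and mean pointing down and median of 0.04 up). These were Etv4 (−1.15, adjusted p = 0.0205), Epha4 (−1.22, 0.0213) and Btc (−1.32, 0.0244). Their calls ended without combination 1 or 2, that of Etv4 also without vehicle 1 or 2 or combination 3 (up to 0.0592), that of Epha4 without vehicle 2 or combination 3 (up to 0.0577) and that of Btc without vehicle 5 (up to 0.0591). At equal depth Etv4 and Epha4 were not called (0.0555 and 0.0633).

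Markers of blood and stroma were also measured in the same tumors. Hbb-bt, an adult beta globin gene, was at 408 ± 351 CPM in combination tumors against 64.0 ± 19.6 CPM in vehicle (log2 fold change 2.67 ± 0.57, adjusted p = 0.0145). All 4 red blood cell genes were higher over all genes and adjusted over the list alone (camera adjusted p = 0.000235, adjusted p = 0.438 with an estimated correlation). Without vehicle 1 or combination 3 the calls of Hba-a1, Hbb-bs and Alas2 were lost (up to 0.0662, 0.0750 and 0.101 over the fits that left out 1 tumor), leaving that of Hbb-bt. Fibroblast genes had 0 of 27 called either way with a mean of 0.66 (camera adjusted p = 5.84e-08, adjusted p = 0.438 with an estimated correlation). Endothelial genes had 0 of 24 with a mean of 0.49 (camera adjusted p = 7.41e-06, adjusted p = 0.438 with an estimated correlation). The luminal score differed by −0.28 (exact permutation p = 0.103). Of the 56 named and called genes 53 lay on the side of the change in all 5 combination tumors and 26 kept their call whichever tumor was left out. The combination tumors came from 1 mouse, which these fits never leave out. The count of 53 was partly fixed by the naming rule, whose first part took only genes without overlap. edgeR called 315 genes without vehicle 1, 295 without vehicle 2, 307, 247, 339 and 374 without combination 1, 2, 3 and 5, and 1148 without combination 4. At equal depth it called 260, with only these groups fitted 297 and without a low-count filter 398, while DESeq2 called 1006.

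**Figure D3:**
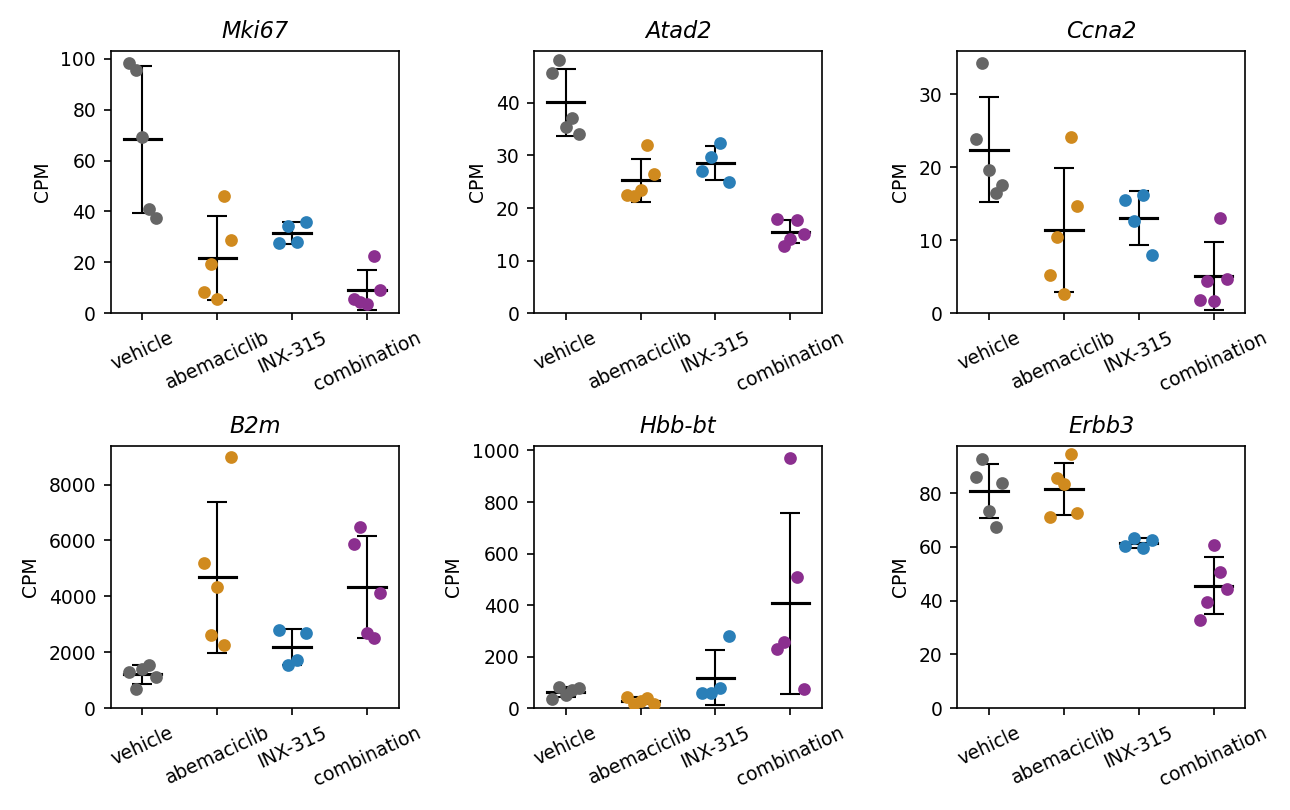
CPM of 6 genes in each tumor by group, with the mean and SD (n = 5, 5, 4 and 5). Mki67 fell from 68.3 CPM in vehicle to 9.12 CPM in combination tumors, and B2m rose from 1214 to 4338 CPM.

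The study asked of these tumors whether adding INX-315 to abemaciclib lowers E2F targets further. It reported stronger suppression with the combination than with abemaciclib alone, here and in MCF7 and T47D cells. The study took predefined gene sets from a public database, whereas the list used here was drawn up separately. The S phase and E2F target score was −0.59 ± 0.47 in combination tumors and −0.14 ± 0.55 in abemaciclib tumors (SD, n = 5 each), a difference of −0.44. It did not exceed the spread between tumors (exact permutation p = 0.198, adjusted 0.198, lower than the abemaciclib mean in 4 of 5 tumors). Of its 87 members 1 was lower over all genes and 1 adjusted over the list alone (mean −0.48, camera adjusted p = 9.41e-10, adjusted p = 0.735 with an estimated correlation). Preranked GSEA, which takes genes as independent and is the study's kind of test, called the list lower (adjusted p = 0.00743, with 6.19e-18 to 0.735 over all alternatives) and likewise G2/M genes (0.00607, with 2.37e-25 to 0.735). The called member, Atad2, fell from 25.3 ± 4.10 to 15.5 ± 2.24 CPM (log2 fold change −0.70 ± 0.14, adjusted p = 0.0476). The call was lost at equal depth (0.276) and in 9 of the 10 fits that left out 1 tumor, all but that without combination tumor 4. G2/M genes had 0 of 63 called over all genes or adjusted over the list alone (mean −0.80, camera adjusted p = 8.15e-12, adjusted p = 0.735 with an estimated correlation, score difference −0.78, exact permutation p = 0.206). Mki67 was at 9.12 ± 7.8 against 21.8 ± 16.5 CPM (−1.22 ± 0.53, adjusted p = 0.414), and log2 fold changes were −1.12 for Ccna2 (adjusted p = 0.456) and −0.32 for Ccne2 (0.882).

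Single genes did differ between the combination and abemaciclib. Erbb3, the partner receptor of HER2, fell from 81.5 ± 9.69 to 45.6 ± 10.6 CPM (log2 fold change −0.84 ± 0.13, adjusted p = 0.0171). Grb7, an adaptor of HER2 signaling, fell from 37.1 ± 2.66 to 20.5 ± 4.78 CPM (−0.86 ± 0.15, adjusted p = 0.0219). Grhl2, an epithelial transcription factor gene, fell from 35.0 ± 3.8 to 21.5 ± 3.09 CPM (−0.70 ± 0.12, adjusted p = 0.0176) and Srsf3 from 104 ± 17.7 to 61.8 ± 8.2 CPM (−0.74 ± 0.12, adjusted p = 0.0171). Erbb3 (ENSMUSG00000018166.8) lies on chromosome 10 at 128567523 to 128589652 (mm10). Red blood cell genes rose, with all 4 called over all genes and adjusted over the list alone (mean 3.54, camera adjusted p = 2.37e-10, adjusted p = 0.102 with an estimated correlation, fry adjusted p = 0.00265). Hbb-bt was at 408 ± 351 CPM against 29.9 ± 12.7 CPM (3.76 ± 0.61, adjusted p = 0.0171), with every combination tumor above every abemaciclib tumor in score. Pcdh18, a protocadherin gene, rose from 6.22 ± 1.24 to 15.4 ± 3.87 CPM (1.30 ± 0.20, adjusted p = 0.0171, 0.170 at equal depth and 0.127 with only these groups fitted). Fibroblast genes scored 1.04 higher (exact permutation p = 0.0397, 0 of 27 called either way, camera adjusted p = 2.10e-08, adjusted p = 0.735 with an estimated correlation). Endothelial genes scored 0.45 higher (exact permutation p = 0.00794, 0 of 24 called either way, camera adjusted p = 3.65e-07, adjusted p = 0.623 with an estimated correlation). Adipocyte genes had 0 of 15 called over all genes and 10 higher adjusted over the list alone (mean 2.12, camera adjusted p = 3.35e-06, adjusted p = 0.623 with an estimated correlation). Of 23 called genes, 10 higher and 13 lower, 19 are among the named, and 0 of these kept their call whichever tumor was left out. At equal depth Grb7 (0.0850) and Grhl2 (0.172) were not called. Grb7 lost its call also without abemaciclib 1, 3 or 4 or combination 1 (up to 0.0835), Grhl2 without abemaciclib 1 or 4 or combination 1 (up to 0.0664), Hbb-bt without abemaciclib 3 (up to 0.0660), Hba-a1, Hbb-bs and Alas2 without abemaciclib 1, 3 or 4 (up to 0.0743, 0.0743 and 0.107) and Srsf3 without combination 1 (0.0606). Without abemaciclib 2 or 5 or combination 2 edgeR called 0 genes (1423 at an unadjusted p under 0.05 with all tumors). Without abemaciclib 1, 3 and 4 it called 5, 7 and 9, and without combination 1, 3 and 5 it called 7, 11 and 13. It also called 0 with only these groups fitted, 5 at equal depth, 11 without the keratinocyte-rich tumors and 11 without a low-count filter, while DESeq2 called 85 and voom 11.

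The combination was compared with INX-315 to see what CDK4/6 inhibition adds to CDK2 inhibition. Isg20 rose from 37.0 ± 3.21 CPM (SD, n = 4) to 65.7 ± 6.40 CPM (n = 5), a log2 fold change of 0.83 ± 0.12 (SE, adjusted p = 0.0282). Ttpa, which encodes the alpha-tocopherol transfer protein, fell from 18.6 ± 4.66 to 6.57 ± 2.37 CPM (−1.50 ± 0.23, adjusted p = 0.0305), and Atad2 from 28.5 ± 3.23 to 15.5 ± 2.24 CPM (−0.87 ± 0.14, adjusted p = 0.0410). These were the 3 called genes, of which Ttpa and Atad2 were not called at equal depth (0.0968 and 0.160). The S phase score differed by −0.82 and lay below the INX-315 mean in all 5 tumors (exact permutation p = 0.0238, adjusted 0.0595). Of 87 members 1 was lower over all genes and 14 adjusted over the list alone (camera adjusted p = 1.89e-28, adjusted p = 0.482 with an estimated correlation). G2/M genes had 0 of 63 called over all genes or adjusted over the list alone (mean −0.98, score difference −1.21, exact permutation p = 0.0476, camera adjusted p = 1.07e-26, adjusted p = 0.482 with an estimated correlation). Mki67 was at 9.12 ± 7.8 against 31.5 ± 4.36 CPM (−1.77 ± 0.55, adjusted p = 0.241). Lysosome genes scored 0.24 higher without overlap (exact permutation p = 0.0159, 0 of 30 called over all genes and 2 adjusted over the list alone, camera adjusted p = 1.83e-07, adjusted p = 0.482 with an estimated correlation). Combination libraries were less deep than INX-315 libraries (4.02 ± 0.526 against 6.67 ± 0.494 M, n = 5 and 4, exact permutation p = 0.00794). Without INX-315 1, 2 or 3 or combination 1 or 2 edgeR called 0 genes (1394 at an unadjusted p under 0.05 with all tumors), without INX-315 4 it called 1 and without combination 4 it called 12. Ttpa and Atad2 lost their calls also without combination 3 and Atad2 without combination 5, and the highest adjusted p for each of the 3 genes was 0.155. It called 149 without the keratinocyte-rich tumors and 1 at equal depth, while DESeq2 called 98 and voom 1.

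**Figure D4:**
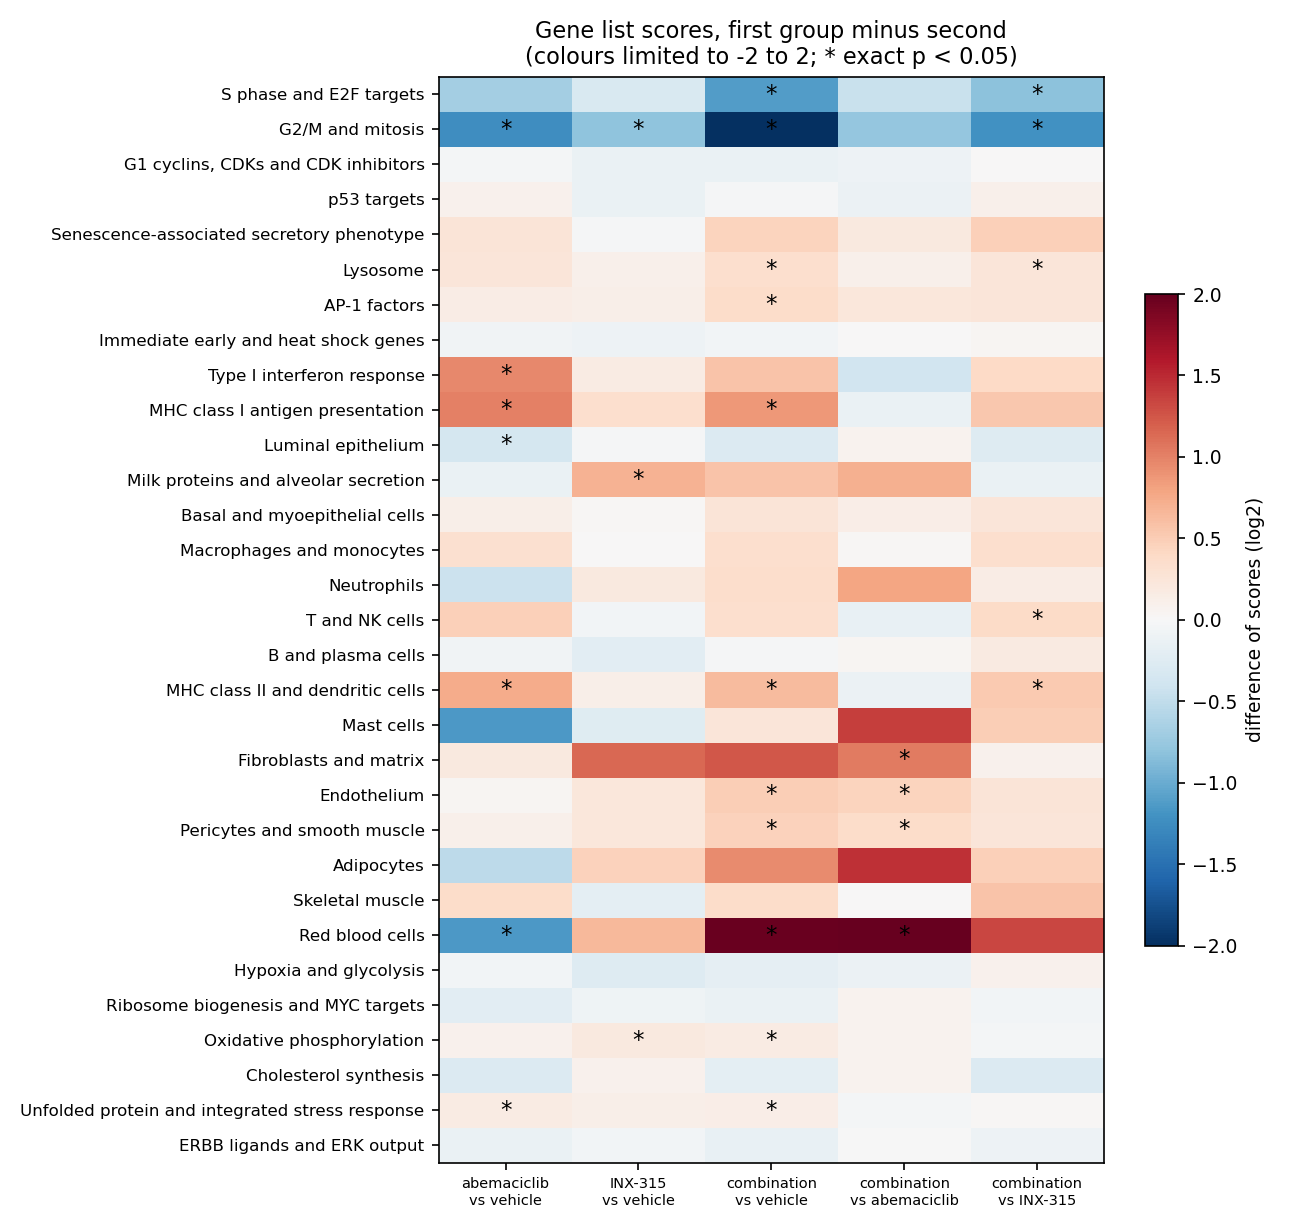
Differences of list scores (log2, first group minus second, red higher and blue lower, colors limited to −2 and 2) for the fixed lists except differentiated keratinocytes in the 5 comparisons of groups, with an asterisk where the exact permutation p was under 0.05. The S phase difference was −1.12 for combination against vehicle and −0.44 for combination against abemaciclib.

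Whether INX-315 acted differently with and without abemaciclib was tested as an interaction. Type I interferon genes had a mean interaction of −0.48 on the log2 scale (camera adjusted p = 3.15e-07, adjusted p = 0.966 with an estimated correlation). Their score was 0.95 higher with abemaciclib than vehicle (exact permutation p = 0.00794). Between combination and abemaciclib tumors it differed by −0.39, below the abemaciclib mean in 3 of 5 tumors, which did not exceed the spread between tumors (exact permutation p = 0.270, 0.720 adjusted over the lists). S phase genes had a mean interaction of −0.15 (camera adjusted p = 0.327) and G2/M genes of 0.08 (0.850). The S phase list was called without vehicle 2 (0.0183), abemaciclib 1 (0.0274), abemaciclib 3 (0.00102) or combination 4 (0.000354), and the G2/M list without abemaciclib 4 (0.0101) or, in the opposite direction, combination 4 (0.0203). edgeR, DESeq2 and voom each called 0 genes, with 663 at an unadjusted p under 0.05 and a lowest adjusted p of 0.924 in edgeR.

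Abemaciclib and INX-315 effects against the shared vehicle tumors were also set side by side across genes, which are not independent replicates. Their log2 fold changes correlated at 0.396 over 12988 genes. Simulated unchanged groups that shared simulated vehicle tumors gave 0.456 (0.359 to 0.541 in 100 simulations). All tumors in the simulation, vehicle included, were drawn from the vehicle means, each gene independently of the others. Its range therefore leaves out genes that move together and cannot serve as a chance range for these tumors. The covariance was 0.0853 against 0.0902 simulated, a difference of −0.00489. With the vehicle tumors split between the comparisons, the correlation averaged −0.235 (−0.444 to 0.0150 over 20 splits). At an unadjusted p under 0.05, 921 genes were higher with abemaciclib and 581 with INX-315, and 183 with both, against 41.2 for independent lists. Lower genes numbered 1026 and 834, with 215 shared, against 65.9 for independent lists. The simulated overlaps were 72.0 higher and 54.9 lower, from shorter lists (316.7 and 310.7 higher, 323 and 322.1 lower), so they are not chance values for lists of the observed length. With the vehicle tumors split, 52.0 higher and 63.6 lower genes were shared, against 26.2 and 39.2 for independent lists. Called genes shared by both numbered 0, since edgeR called 0 with abemaciclib.

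At the preset correlation camera called 14, 11, 15, 12 and 12 of the 32 lists in the 5 comparisons of groups, in the order above, and 5 for the interaction. With an estimated correlation it called 0 in each, and fry called 0, 0, 4, 1, 0 and 0. In the exact permutation tests of list scores, 7, 3, 11, 4 and 5 of 32 lists had a p under 0.05 and 0 of 32 after adjustment over the lists in each comparison. The smallest p these tests can give is 0.00794, and a list alone at that p cannot pass adjustment over 32 lists. Several lists would have to reach it together, so the lack of adjusted calls was partly set by the number of tumors.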

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

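The counts over other splits of the tumors were planned before the results were seen, and the other tests in this part (fat and mouse for the keratinocyte transcripts, depth, luminal genes and mouse for the S phase score, correlated members and T cells for the interferon genes) were chosen after the results they address were seen.

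Vehicle tumor 2, abemaciclib tumor 4 and combination tumor 4 lay far from the other tumors of their groups in the differentiated keratinocyte score, at 4.35, 5.26 and 5.24. Skin taken with its fat could raise adipocyte genes, and these were lower than in the other tumors of the groups by a mean difference of −1.39 (SE 0.628, 3 tumors). The other tumors can hold adipocytes of their own, and adipocyte scores varied within groups (SD 0.561 for INX-315 to 1.42 for the combination). A lower score therefore cannot decide whether skin with fat was taken. The other tumors of the same mice scored at most −0.44, which is no separate test of the mouse, since the 3 were picked as far from groups made up mostly of their own mouse, and the mouse stays open. INX-315 tumor 3, of a further mouse, scored 2.50 without being found distant from its group. Epidermis or hair follicle, with or without fat, and squamous differentiation within the tumor, may each account for the transcripts and stay open. Fibroblast genes decided nothing (−0.28, SE 0.687) and no biological explanation was tested. The highest loadings on the first principal component included many hair follicle genes (such as Tchh, Krt81, Krt25 and Krt27) and some epidermal genes (such as Klk7, Sprr1a and Krtdap). These genes belong to the pattern itself, so they test no source. In the same 3 tumors milk protein genes were lower (−1.47, SE 0.349) and S phase genes higher (0.77, SE 0.212) than in the rest of their groups.

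The S phase and E2F target score was lower in combination than in vehicle tumors by −1.12. Lower depth of the combination libraries is argued against, since the difference was −1.03 with every library thinned to the lowest total. A smaller share of epithelial cells would lower luminal genes as much if the drugs left their expression per cell unchanged, which was not tested. Luminal genes differed by −0.28 (SE 0.147), less than S phase genes by more than their spread. The study reported that luminal keratin genes rose in resistant breast cancer cells given its inhibitor, and such a rise could hide a loss. Endothelial genes and pericyte and smooth muscle genes scored 0.49 and 0.47 higher in combination tumors (exact permutation p = 0.0476 and 0.0397, 0.1385 and 0.127 adjusted over the lists). A smaller epithelial share therefore stays open. The combination group held 1 mouse, so the treatment and the mouse cannot be told apart, and an effect of the drugs may be described only as a hypothesis.

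Type I interferon genes were higher with abemaciclib than with vehicle in score, and the effect of INX-315 differed with and without abemaciclib at the preset correlation (interaction adjusted p of 3.15e-07). With the correlation between members estimated from the tumors, the adjusted p was 0.966, so members that move together in every tumor could give the call. Tested directly, the score of combination tumors differed from that of abemaciclib tumors by −0.39, which did not exceed the spread between tumors (exact permutation p = 0.270, lower in 3 of 5). More T and NK cells with abemaciclib stay open, with a difference of 0.47 (SE 0.334), and so does a difference between mice.

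Interactions at the preset correlation were also found for MHC class I genes (8.47e-05), red blood cell genes (1.77e-06), ribosome biogenesis and MYC targets (0.0228) and oxidative phosphorylation (0.0021). With an estimated correlation none was called (adjusted p = 0.472 for red blood cell genes and 0.966 for each other list). The call of ribosome biogenesis and MYC targets was lost without vehicle 2 (0.548), abemaciclib 1 (0.160), 2 (0.0892) or 3 (0.192), INX-315 4 (0.119) or combination 4 (0.270), and at equal depth (0.248). That of oxidative phosphorylation was lost without INX-315 2 (0.0577) or combination 4 (0.0545).

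Distant tumors were found in 24 of 452 groups of values over 113 measures (78 genes, 32 lists, and 3 totals or shares of counts), and chance gives about 1 in 20. Among list scores, vehicle tumor 2 was far from its group for p53 targets (0.39) and MHC class I genes (−1.07), INX-315 tumor 2 for skeletal muscle genes (−0.27), combination tumor 2 for skeletal muscle genes (2.50) and INX-315 tumor 4 for red blood cell genes (1.87). In log2 CPM, distant vehicle values were those of tumor 1 for Cdk6 (5.07), Zfr (7.68) and Alas2 (1.06), of tumor 2 for Csf1r (5.13) and of tumor 5 for Ttpa (4.0). Vehicle tumor 1 was the only tumor of its mouse, so a difference between mice may lie behind its values. Distant INX-315 values were those of tumor 1 for Bub1b (2.37), tumor 2 for Depp1 (3.23), tumor 3 for Btf3 (2.85) and Srsf3 (6.38), and tumor 4 for Dbp (4.48), Kif23 (2.49) and Hba-a1 (9.44). In the other groups they were abemaciclib tumor 4 for Junb (7.86), combination tumor 4 for Jun (7.06) and Cdk4 (6.09), and combination tumor 5 for Rsrc2 (6.87).

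Chance was then tested with 100 splits of the same tumors into groups of the same sizes, the real one included. For genes, few splits called as many for INX-315 against vehicle (1 of 100, real 22, highest other 0) and the combination against vehicle (1 of 100, real 647, highest other 493). The same held for the combination against abemaciclib (3 of 100, real 23, highest other 137) and against INX-315 (4 of 100, real 3, highest other 10). In both comparisons of the combination with a single drug, 0 named genes kept their call whichever tumor was left out. Tumors of each drug group came from 1 mouse, so the splits cannot exclude chance differences between mice. For abemaciclib against vehicle (real 0, highest other 19) and the interaction (real 0, highest other 905) the count decides nothing, since all 100 of 100 splits call at least 0 genes. Splits that called 137 genes where the real one called 23, and 905 where it called 0, point to a structure of the samples. The split with 137 set abemaciclib 2, 4 and 5 and combination 4 and 5 against the other tumors of both groups, which parted them without overlap by S phase score (−0.42 to 0.53 against −0.90 to −0.54) and G2/M score (−0.79 to 0.93 against −1.62 to −1.07). For the split with 905 the structure was not identified. For the numbers of lists at the preset correlation chance cannot be excluded in any comparison. As many lists were called in 23 of 100 splits for abemaciclib (real 14, highest other 20), 51 for INX-315 (real 11, highest other 19), 19 for the combination against vehicle (real 15, highest other 17), 41 against abemaciclib (real 12, highest other 18), 40 against INX-315 (real 12, highest other 19) and 94 for the interaction (real 5, highest other 19).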

How the results depend on the processing

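The alternatives without the 3 keratinocyte-rich tumors, with counts thinned to the lowest total, without milk protein genes and with robust dispersion were chosen after seeing the data, and the others before. Over lists, counts and scores, 3993 of 4430 alternative values kept their direction and side of the threshold, 319 lost the call, 112 gained one, 5 reversed and 1 moved. Of 2007 alternative values of the 92 called results for named genes, 1404 stayed and 603 lost the call. Of 3522 values of the 153 uncalled ones 3503 stayed and 19 gained a call, and 0 of either kind reversed. Except where stated, the cause of a change was not tested. Depth limits how many genes pass, since thinning lowered the count in each comparison that had called genes. In the order abemaciclib, INX-315 and combination against vehicle, then combination against abemaciclib and against INX-315, DESeq2 called 291, 153, 1006, 85 and 98 genes. Limma voom called 1 gene for abemaciclib, 51 for INX-315, 11 for the combination against abemaciclib and 1 against INX-315. With mouse as a random block (correlation within a mouse −0.02) it called 77 for abemaciclib, 69 for INX-315 and 9 for the combination against INX-315. Each drug group held 1 mouse, so that correlation rests on vehicle tumor 1 against the other vehicle tumors, and the block cannot account for the mouse. Without a low-count filter edgeR called 13 genes for INX-315, 398 for the combination against vehicle and 11 against abemaciclib, where more genes share the adjustment. Without the 3 keratinocyte-rich tumors it called 61 for abemaciclib, 47 for INX-315, 11 for the combination against abemaciclib and 149 against INX-315. Thinned counts gave 9 for INX-315, 260 for the combination against vehicle, 5 against abemaciclib and 1 against INX-315. With only the groups compared it called 297 for the combination against vehicle and 0 against abemaciclib. Counts summed per mouse leave 1 sample in each drug group, whose spread is then assumed equal to that of the vehicle mice. The number of genes called by that fit is therefore not read as a result. Fewer samples and differences between mice cannot be told apart in it. Leaving out each tumor in turn gave 0 to 39 genes for abemaciclib, 8 to 23 for INX-315, 247 to 1148 for the combination against vehicle, 0 to 25 against abemaciclib and 0 to 12 against INX-315. Robust dispersion gave 0, 24, 636, 22 and 3.

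With the replicate number as a block edgeR called 14 genes for INX-315, 11 for the combination against abemaciclib and 1 against INX-315, and camera 10 lists for the interaction. Within replicate numbers the S phase score of combination against vehicle differed by −1.12 (adjusted p = 0.156 by exact permutation). With so few pairs of tumors this test cannot give a p under 0.05, even before adjustment, so it decides nothing. Numbers did not pair the tumors: 12 of 27 pairs with the same number correlated over 0.1 (median 0.0492) and 4 of 19 tumors correlated best with their own number.

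For lists, an estimated correlation gave 0 calls in all 6 comparisons and fry 0, 0, 4, 1, 0 and 0. The estimated-correlation adjusted p was 0.347, 0.842, 0.287, 0.735 and 0.482 for S phase genes and the same 0.347, 0.842, 0.287, 0.735 and 0.482 for G2/M genes. Fry gave 0.0846 for abemaciclib, 0.732 for INX-315, 0.487 for the combination against abemaciclib and 0.188 against INX-315 for both S phase and G2/M genes. For macrophage genes the estimated correlation gave 0.642 for abemaciclib, 0.537 for the combination against vehicle and 0.687 against INX-315, and fry 0.427, 0.251 and 0.487. Preranked GSEA called 6 lists for INX-315, 3 for the combination against INX-315 and 2 for the interaction, with adjusted p of 0.255 for S phase and 0.244 for G2/M genes with INX-315 and 0.173 for macrophage genes in the combination against INX-315. The INX-315 comparison called 7 lists without the 3 tumors, 7 at equal depth and 7 to 12 with each tumor left out, the lowest without vehicle 2 or INX-315 1. Its macrophage list reversed to lower without the 3 tumors (0.0468) and without vehicle 2 (0.0362), with a range of 0.0362 to 0.841 when each tumor was left out. The macrophage list of combination against vehicle had 0.376 without the 3 tumors and 1.35e-06 to 0.0796 with each tumor left out (highest without vehicle 2), and that of abemaciclib 2.55e-07 to 0.118 (highest without vehicle 2). The milk protein list of combination against INX-315, uncalled with all tumors (mean 0.29, test pointing down, adjusted p = 0.905), reversed without the 3 tumors (0.0129) and without combination 4 (0.0381), with a range of 0.0381 to 0.964 when each tumor was left out. Interaction lists called numbered 4 to 10, with 10 without vehicle 2 or combination 5 and 9 without INX-315 4. Interaction S phase genes had 0.00335 without the 3 tumors and 0.000354 to 0.99 with each tumor left out, G2/M genes 0.0101 to 0.969 (0.0203 without combination 4, reversed) and macrophage genes 0.0227 to 0.959 (lowest without vehicle 2). The S phase score of combination against vehicle differed by −1.19 without the 3 tumors (adjusted p = 0.0714 by exact permutation). The remaining tumors of both groups did not overlap, so the unadjusted p was the smallest that test can give. With each tumor left out the score differed by −1.30 to −1.02, its adjusted p rising to 0.0595 without any 1 vehicle tumor. That rise reflects the few p-values the test can give with so few tumors. Splitting the vehicle tumors turned the correlation of the effects of both drugs from 0.396 to −0.235.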

Other observations

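The tests in this part use lists fixed before the data were examined, and the fit at equal depth was chosen after seeing the data.

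Of 15 adipocyte genes 2 were higher in combination than in vehicle tumors over all genes and 4 adjusted over the list alone (mean log2 fold change 1.40, camera adjusted p = 0.00179, adjusted p = 0.438 with an estimated correlation). The adipocyte score differed by 0.94, above the vehicle mean in 4 of 5 tumors, which did not exceed the spread between tumors (exact permutation p = 0.262, 0.466 adjusted over the lists). Thrsp, a lipid synthesis regulator, rose by 2.03 (adjusted p = 0.0190), a call lost without combination 1 or 2 (up to 0.0554), and Cidea, a lipid droplet gene, by 1.64 (adjusted p = 0.0305), higher than the vehicle mean in 3 of 5 tumors and lost without vehicle 1, 3 or 4 or combination 1, 2 or 3 (up to 0.0945). Without combination tumor 3, whose adipocyte score was 2.88, the list was not called (adjusted p = 0.109). Milk protein genes had 1 of 16 members called over all genes, Trf (1.05, adjusted p = 0.0312, lost without vehicle 1, 2 or 3 or combination 1, 2 or 5, up to 0.0897), and 7 higher adjusted over the list alone (camera adjusted p = 0.0110, adjusted p = 0.568 with an estimated correlation), with the list call lost without combination 1 (0.0949), 2 (0.0800) or 3 (0.0767). They took 12.3 ± 7.49% of counts in combination tumors and 6.69 ± 2.06% in vehicle (SD, n = 5 each, exact permutation p = 0.135). Oxidative phosphorylation genes had 3 of 48 members higher over all genes and 5 adjusted over the list alone (camera adjusted p = 3.33e-06, adjusted p = 0.438 with an estimated correlation), among them Ndufa1 of complex I (0.61, adjusted p = 0.0202), whose call was lost at equal depth (0.0603) and without vehicle 1 or combination 2 (up to 0.0595). The other called members, Sdhd and Cox6c, also lost their calls without vehicle 1 or combination 2 (up to 0.0813 and 0.10 over the fits that left out 1 tumor), so leaving out either tumor removed all 3 calls.

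Of 18 immediate early and heat shock genes 2 were higher in combination tumors than in vehicle over all genes and 2 adjusted over the list alone (camera adjusted p = 0.849, test pointing up with a mean of −0.02). They were Zfp36, an mRNA decay factor gene (0.65 ± 0.13, SE, adjusted p = 0.00954), and Ccn1, a matrix protein gene (0.81, adjusted p = 0.0410), whose call was lost without vehicle 1, 2 or 3 or combination 2, 3, 4 or 5 (up to 0.0991). The 26 p53 targets had 0 members called over all genes in combination tumors against vehicle (0 adjusted over the list alone, camera adjusted p = 0.904, test pointing up with a mean and median below 0), and Cdkn1a, the p21 gene among them, had a log2 fold change of −0.29 (adjusted p = 0.781). Btf3, a transcription factor gene with pseudogenes that can share its reads, rose by 1.92 ± 0.39 (adjusted p = 0.0117), and the histone gene Hist1h4h by 1.51 ± 0.24 (adjusted p = 0.00282).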
